A study of Mus musculus with 48 samples. Its data were reported in "Reduced Brd1 expression leads to reversible depression-like behaviors and gene-expression changes in female mice" (2020).

How the data were processed

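Punches of the amygdala from 48 female mice, 8 in each of 6 groups, were profiled by RNA sequencing. Brains had been frozen, sectioned and punched, RNA extracted from the punches and libraries made with a TruSeq kit, per the labels. Per the study's methods, the mice had been through behavioural tests on the day before and the day of tissue collection, with forced swimming last, about an hour earlier. Per the study's methods, the authors aligned single-end reads to the mouse genome GRCm38 with HISAT2, quantified genes with StringTie and an Ensembl annotation, and compared pairs of groups with edgeR on counts. The values they deposited for these samples are TPM, one column per library. In TPM each gene's reads are divided by the gene's length and scaled so that all libraries have the same sum. A rise in some transcripts therefore lowers the share of all others, short genes receive large values from few reads, and the number of reads behind a value cannot be recovered. The study's methods state a minimum number of reads for its samples, but the depth of each library is unknown from TPM, and no interval or detection limit was computed; a gene without reads is described as listed at 0. Whether counting used the strand of the reads is not stated, so antisense and overlapping genes are uncertain, as are near-identical copies. The series' design text names brain regions and a sequencer that the methods give for other samples of the study, while the sample labels say amygdala, and the labels were followed. No column was left unmapped to a sample.

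Group, genotype, dose and replicate number were taken from the sample labels. Gene symbols, classes and coordinates came from GENCODE M21 on GRCm38, the assembly the authors used but another annotation release; 52489 of 52636 gene IDs (99.7%) were found there, 147 were not, and 80 symbols were borne by more than 1 ID. All coordinates are 1-based. A gene was called intronic when it lay inside an intron of a protein-coding gene on the same strand, and multi-exon when it had at least 2 exons.

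The groups, comparisons, tests, filter, gene lists, rule for named genes and alternatives were chosen before the data were examined, apart from those stated below to be added. The design took the unit to be TPM, as it was: since TPM is not a count, limma on a log scale replaced the authors' count test. Values were transformed to log2(TPM + 0.1), so that a fold change is on the log2(value + pseudocount) scale and understates the change of low genes. A gene entered a test with a TPM of at least 0.1 in at least 8 samples of the fit. Linear models were fitted in limma 3.58.1 (R 4.3.3) with eBayes and a trended prior, on the libraries of the compared groups alone, without covariates. Benjamini-Hochberg adjusted p-values under 0.05 were called, and unadjusted p-values under 0.01 are counted beside them since the study also used that threshold. All tests were two-sided. Drug-by-genotype interactions were fitted on the 4 groups concerned. Single values were compared with exact permutation tests over the 12870 arrangements of 8 against 8 libraries, with a smallest possible p of 0.000155.

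The named genes were *Brd1* and, in each comparison, up to 3 genes per direction with the largest absolute log2 difference among those called and with a mean of at least 1 TPM in the higher group. The 14 fixed gene lists held immediate-early genes, monoamine genes, the unfolded protein response, Gq signalling, nuclear-retained noncoding RNAs, mitochondrially encoded mRNAs, markers of oligodendrocytes, microglia, endothelium, choroid plexus and striatal projection neurons, red blood cell genes, Y-linked genes and genes beside *Brd1*. *Drd1* and *Drd2* belong to both the monoamine and the striatal list. Lists were tested with limma's fry and, beside it, camera with an estimated correlation, adjusted over all 143 list tests. Correlations of effects that share vehicle libraries were set against simulated unchanged groups.

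The code was tested on simulated data with 23580 genes of which 200 were changed. It called 146 of the 200 (73%), all in the right direction, with 60.8% of the 97 genes changed 2-fold and 84.5% of the 103 genes changed 4-fold among them, and 6 unchanged genes (3.95% of the calls). With no gene changed, 0 were called, and 0 of 20 unchanged lists had a fry p under 0.05. The simulation drew each gene independently and changed only genes with a mean of at least 1 TPM in WT vehicle mice. Genes of real libraries vary together, and other splits of the real libraries gave up to 1839 calls for genotype in vehicle mice. These rates therefore check the code and do not carry over to the real data or to low genes.

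The alternatives tried were pseudocounts of 0.01 and 1, no filter or a TPM of at least 1 in at least 8 samples, median-ratio scaling, quantile normalization, eBayes without a trend, 1 fit of all 48 libraries, the replicate number as a block, a term for the range of the sample codes (121 to 127 against 130 to 155 in vehicle mice, 351 to 394 against 402 to 445 in drug mice) and leaving out each library in turn. Added after the data had been seen were a test of multi-exon protein-coding genes alone, the scores of the striatal, oligodendrocyte and choroid plexus lists as covariates, and both together. For each comparison 100 splits of the libraries, the real one included, were refitted.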

Results

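RNA sequencing was used to measure transcript levels in punches of the amygdala from female mice that carried either both working copies of *Brd1* (WT) or 1 working copy (*Brd1*+/-). *Brd1* encodes a bromodomain protein that takes part in histone acetylation, and the study asked whether its reduced expression alters brain gene expression and whether antidepressants act on such changes. Mice of each genotype had received vehicle, imipramine (IMN, 10 mg/kg), a tricyclic antidepressant, or fluoxetine (FLX, 5 mg/kg), a selective serotonin reuptake inhibitor. The 48 libraries fell into 6 groups of 8 mice. Levels were given as TPM, a length-scaled share of each library's transcripts, for 52636 genes. TPM retains no sequencing depth, so the depth of each library is unknown and no counting interval could be attached to a value. The columns summed to between 999524 and 999772 TPM. Between 23420 and 27252 genes were listed above 0 in a library, with a mean of 26271 ± 802 (SD, n = 8) in *Brd1*+/- vehicle mice and 25082 ± 472 (SD, n = 8) in WT vehicle mice. No libraries held identical values, and the highest Pearson correlation between any pair across genes was 0.962, against a median of 0.934. The female label was checked with Y-linked genes, which reached at most 0.0863 TPM, while *Xist* ranged from 109 to 257 TPM.

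*Brd1* (ENSMUSG00000022387, GRCm38 chromosome 15, 88687034 to 88734233, minus strand, protein-coding) was examined first as the targeted gene. Its level was 35.6 ± 5.09 TPM in WT vehicle mice and 26.0 ± 2.90 TPM in *Brd1*+/- vehicle mice (SD, n = 8 each). With IMN the corresponding levels were 36.9 ± 2.83 and 23.4 ± 4.84 TPM, and with FLX they were 32.9 ± 4.45 and 23.5 ± 3.49 TPM (SD, n = 8 each). The mean was thus 27.1% lower in *Brd1*+/- mice with vehicle, 36.6% lower with IMN and 28.5% lower with FLX. Per the study's methods the targeted allele carries a deletion within the gene, made with loxP sites around some of its exons. A value for the whole gene can include transcripts of that allele, so these percentages need not equal the loss of working mRNA. Two-sided exact permutation tests of log2(TPM + 0.1) gave *p* = 0.00109 with vehicle (log2 difference −0.45), *p* = 0.000155 with IMN (−0.68) and *p* = 0.000777 with FLX (−0.49), with adjusted values of 0.00109, 0.000466 and 0.00109 over the 3 comparisons. The IMN value is the smallest that 8 against 8 libraries can give, since each *Brd1*+/- IMN library (16.6 to 29.5 TPM) lay below each WT IMN library (31.9 to 41.0 TPM). With vehicle the libraries ranged from 21.8 to 30.6 TPM in *Brd1*+/- mice and from 26.5 to 41.0 TPM in WT mice, so the groups overlapped. Median-ratio scaling moved these differences most, to −0.41 in FLX mice. In limma fits across all genes the adjusted *p* for *Brd1* was 0.0512, 0.102 and 0.0362. No difference of *Brd1* between treatments was detected within a genotype: the smallest unadjusted exact permutation *p* was 0.0502, for FLX against IMN in WT mice (log2 −0.17, adjusted *p* = 0.301). For drug against vehicle the unadjusted exact permutation *p* ranged from 0.160 to 0.514. In *Brd1*+/- mice the log2 difference from vehicle was −0.17 with IMN and −0.15 with FLX.

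**Figure D1:**
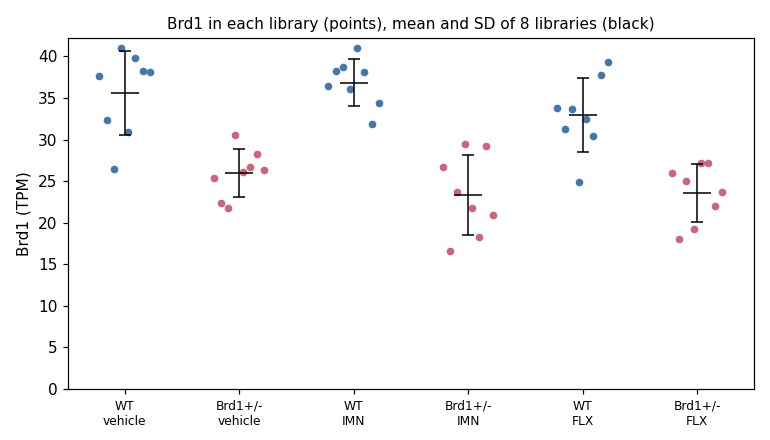
*Brd1* level in TPM (vertical axis, from 0) in each of the 48 libraries, by genotype and treatment; points are libraries, black bars the mean and SD of 8 libraries. The *Brd1*+/- means of 26.0, 23.4 and 23.5 TPM lie below the WT means of 35.6, 36.9 and 32.9 TPM.

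The genotypes were next compared in vehicle mice to ask which genes reduced *Brd1* expression alters. Of 24279 genes tested with limma, 172 passed an adjusted *p* of 0.05, 167 higher and 5 lower in *Brd1*+/- mice, and 663 passed an unadjusted *p* of 0.01 where 243 would be expected by chance. The count depended strongly on the genes allowed into the test, falling to 24 when a TPM of at least 1 in at least 8 samples was required. Most of the called genes were not protein-coding: 159 of 172 (92.4%), against 37.1% of the genes tested. Of the calls 76 belonged to the annotation class TEC, which holds transcripts still awaiting experimental evidence, 85 of the 172 lay inside an intron of a protein-coding gene on the same strand, and 73.3% consisted of a single exon. Multi-exon protein-coding genes contributed 10 calls. When multi-exon protein-coding genes were tested alone, 0 were called, with 1017 at an unadjusted *p* under 0.05.

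The genes with the largest differences among those called and expressed at 1 TPM or more were small noncoding RNAs. *Rn7s2* (ENSMUSG00000099250, chromosome 12, 69361182 to 69361481, minus strand), a copy of the 7SL RNA of the signal recognition particle, had 2.70 ± 1.21 TPM in WT and 93.8 ± 21.6 TPM in *Brd1*+/- vehicle mice (SD, n = 8 each), a log2 difference of 5.16 ± 0.24 (SE, limma adjusted *p* = 2.39e-09). Its lowest *Brd1*+/- vehicle library, at 64.1 TPM, exceeded the highest WT vehicle library, at 4.79 TPM. *Rn7s1*, a near-identical copy, had 92.9 ± 20.4 TPM in *Brd1*+/- and 2.92 ± 1.20 TPM in WT vehicle mice (SD, n = 8 each), and how reads were divided between the copies is uncertain. *Gm22009* (chromosome 3, 69085105 to 69085447), a small Cajal body RNA gene inside an intron of *Kpna4*, rose from 0.452 ± 0.335 to 17.5 ± 4.96 TPM (SD, n = 8 each; log2 5.34, limma adjusted *p* = 7.89e-06). *Gm47295* (chromosome 12, 69159518 to 69159596), annotated as a microRNA, rose from 0.908 ± 1.18 to 28.1 ± 13.03 TPM (SD, n = 8 each; log2 5.34, limma adjusted *p* = 3.92e-05). Lower in *Brd1*+/- mice were *Gssos2* (chromosome 2, 155591131 to 155592851; log2 −3.48, limma adjusted *p* = 0.0393) and *Gm42477* (chromosome 16, 5008370 to 5013418; log2 −3.18, limma adjusted *p* = 0.0137), which lie antisense to *Gss* and *Rogdi* and are therefore uncertain where counting did not use strand, and the mitochondrial tRNA gene *mt-Tp* (chromosome M, 15356 to 15422; log2 −0.69, limma adjusted *p* = 0.00307). The WT and *Brd1*+/- vehicle levels were 619 ± 73.7 against 387 ± 71.4 TPM for *mt-Tp*, 2.70 ± 1.26 against 0.533 ± 0.993 TPM for *Gssos2* and 1.74 ± 0.885 against 0.287 ± 0.531 TPM for *Gm42477* (SD, n = 8 each).

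**Figure D2:**
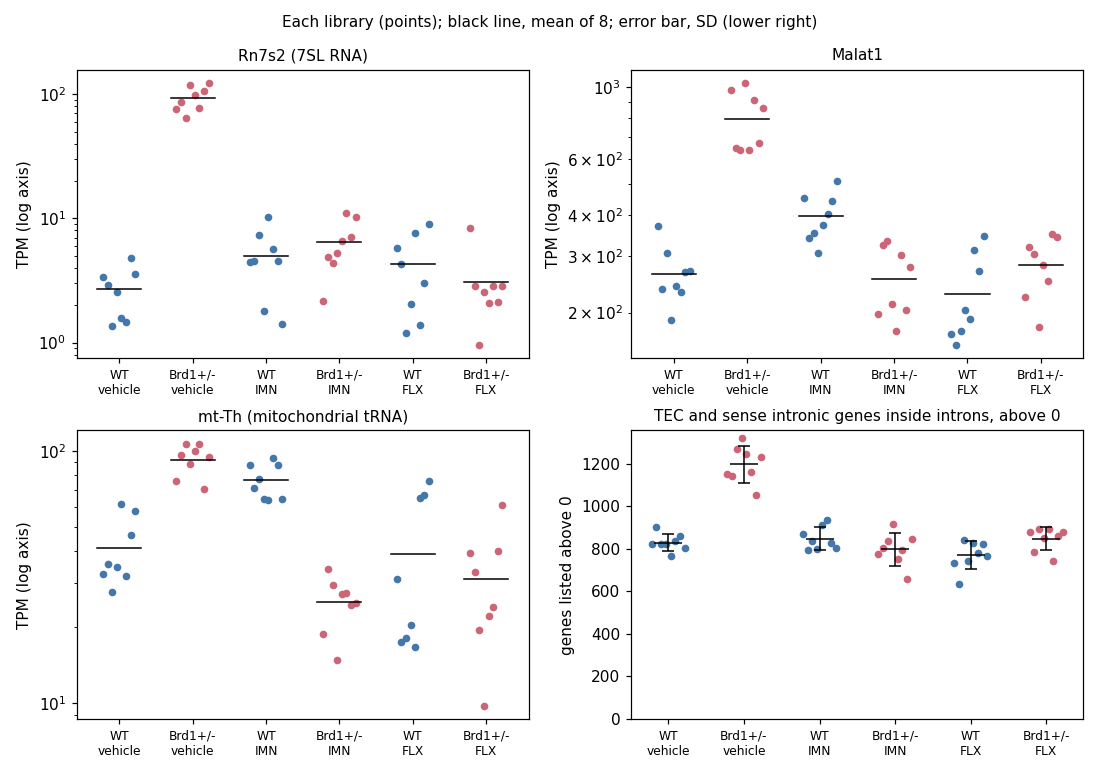
Levels of *Rn7s2*, *Malat1* and *mt-Th* in TPM (log axes) and the number of TEC and sense intronic genes inside introns listed above 0 (axis from 0), in each library of the 6 groups; points are libraries, black lines the mean of 8 and the error bar, where drawn, the SD. *Rn7s2* averaged 93.8 TPM in *Brd1*+/- vehicle mice and between 2.70 and 6.45 TPM in the other groups.

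The same comparison was made within each drug. In IMN mice 4 of 23581 genes were called, 2 higher and 2 lower in *Brd1*+/- mice, and 844 passed an unadjusted *p* of 0.05 where 1179 would be expected by chance. The mitochondrial tRNA genes *mt-Th* (chromosome M, 11546 to 11612) and *mt-Tl2* (chromosome M, 11671 to 11741) were lower, *mt-Th* at 25.1 ± 6.01 TPM against 76.4 ± 12.1 TPM in WT IMN mice (SD, n = 8 each; log2 −1.63, limma adjusted *p* = 0.000151) and *mt-Tl2* at 68.7 ± 17.5 against 189 ± 18.9 TPM (SD, n = 8 each; log2 −1.5, limma adjusted *p* = 0.000156). The overlapping genes *AY036118* (chromosome 17, 39847113 to 39848035, annotated as a lincRNA) and *CT010467.1* (chromosome 17, 39846353 to 39848827, annotated as ribosomal RNA) were higher, with log2 differences of 1.21 and 0.99 (limma adjusted *p* = 0.00928 and 0.0162). *AY036118* had 848 ± 272 TPM against 360 ± 67.8 TPM in WT IMN mice (SD, n = 8 each). Because they overlap, how reads were divided between them is uncertain, and *CT010467.1* was not called after median-ratio scaling.

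In FLX mice 364 of 23635 genes were called between genotypes, 39 higher and 325 lower in *Brd1*+/- mice, and 1601 passed an unadjusted *p* of 0.01. Here 300 of the 364 were multi-exon protein-coding genes. The largest decreases were *Glra1* (chromosome 11, 55514238 to 55608198), which had 12.5 ± 10.5 TPM in WT and 1.29 ± 1.78 TPM in *Brd1*+/- FLX mice (SD, n = 8 each; log2 −4.29, limma adjusted *p* = 0.0254), *Lhx5* (chromosome 5, 120431699 to 120441223; log2 −4.23, limma adjusted *p* = 0.0284) and *Fezf1* (chromosome 6, 23245044 to 23248362; log2 −3.99, limma adjusted *p* = 0.0322). *Meig1* (chromosome 2, 3409043 to 3422648; log2 3.96, limma adjusted *p* = 0.0277), *Gm34106* (chromosome 9, 107547569 to 107550768, antisense to *Zmynd10*; log2 3.72, limma adjusted *p* = 0.0242) and *Gm43755* (chromosome 5, 30366046 to 30366490, inside an intron of *Drc1*; log2 3.38, limma adjusted *p* = 0.0361) were the most increased. For *Glra1*, *Lhx5* and *Fezf1* the SD between WT FLX mice was nearly as large as the mean or larger (6.65 ± 6.58 TPM for *Lhx5* and 5.96 ± 7.45 TPM for *Fezf1*, n = 8). The count fell to 70 when WT FLX replicate 7 was left out. It rose to 490 without *Brd1*+/- FLX replicate 6.

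**Figure D3:**
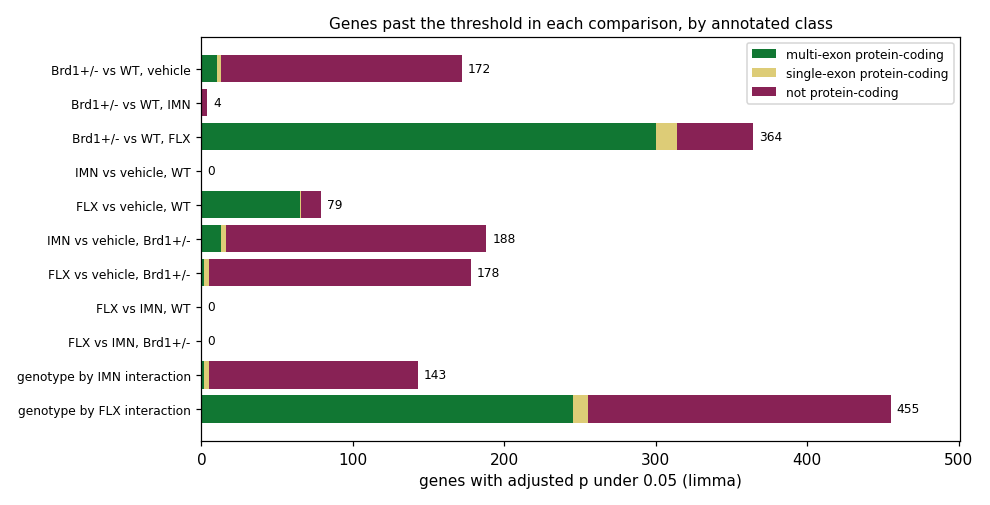
Number of genes with a limma adjusted *p* under 0.05 (horizontal axis, from 0) in each of the 11 comparisons, divided by annotated class. Genes that are not protein-coding make up 159 of 172 calls between genotypes in vehicle mice, while multi-exon protein-coding genes make up 300 of 364 in FLX mice.

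Each drug was then compared with vehicle within a genotype. In WT mice IMN gave 0 calls among 23644 genes, with 1084 at an unadjusted *p* under 0.05 where 1182 would be expected by chance. FLX gave 79 calls among 23557 genes, 66 higher and 13 lower than with vehicle, of which 65 were multi-exon protein-coding. This count rested on single libraries, since it was 1 without WT FLX replicate 7 and 956 without WT vehicle replicate 1. The most increased genes were *Gm27867* (chromosome 6, 52158432 to 52158556; log2 4.18, limma adjusted *p* = 0.0127), *Lpo* (chromosome 11, 87806428 to 87828289; log2 2.81, limma adjusted *p* = 0.0383) and *Tex38* (chromosome 4, 115779834 to 115781018; log2 2.74, limma adjusted *p* = 0.0286), with means of 3.10 ± 3.07, 2.83 ± 1.81 and 1.03 ± 0.256 TPM in WT FLX mice and 0.110 ± 0.312, 0.391 ± 0.411 and 0.178 ± 0.370 TPM in WT vehicle mice (SD, n = 8 each). The most decreased were *AC087559.2* (unplaced scaffold GL456350.1, 173252 to 174286; log2 −5.17, limma adjusted *p* = 0.0154), *Gm24325* (chromosome 6, 48420769 to 48420842; log2 −3.69, limma adjusted *p* = 0.0251) and *Gm24067* (chromosome 9, 20889484 to 20889568; log2 −2.75, limma adjusted *p* = 0.0202). *Gm24067* shares exonic bases with *Ppan*, so its level is uncertain.

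In *Brd1*+/- mice IMN gave 188 calls among 24225 genes, 4 higher and 184 lower than with vehicle, and FLX gave 178 among 24336 genes, 3 higher and 175 lower. Genes that are not protein-coding made up 172 of the 188 and 173 of the 178. With IMN the largest decreases were *Gm22009* (log2 −5.51, limma adjusted *p* = 2.06e-05), *Scarna9* (chromosome 9, 15326264 to 15326333, inside an intron of *Cep295*; log2 −5.26, limma adjusted *p* = 1.15e-06) and *Gm27379* (chromosome 12, 109728821 to 109728943; log2 −5.17, limma adjusted *p* = 3.77e-07), and the increases were led by *Mir1963* (chromosome 7, 29083636 to 29083694; log2 3.20, limma adjusted *p* = 0.0144), *Gm26498* (chromosome 7, 59386081 to 59386159; log2 1.3, limma adjusted *p* = 0.0469) and *mt-Tp* (log2 0.70, limma adjusted *p* = 0.0127). With FLX *Rn7s2* fell by 5.08 on the log2 scale (limma adjusted *p* = 5.82e-08), *Gm22009* fell by 5.46 (limma adjusted *p* = 5.53e-05) and *Rn7s6* (chromosome 6, 69516339 to 69516629), another 7SL copy, decreased from 39.0 ± 18.7 to 0.481 ± 1.36 TPM (SD, n = 8 each; limma adjusted *p* = 0.0055). *Rn7s6* was listed at 0 in each WT vehicle, WT IMN and *Brd1*+/- IMN library. *Mir1957a* (chromosome 4, 119129779 to 119129844; log2 3.79, limma adjusted *p* = 0.0107), *Scarna13* (chromosome 12, 105031075 to 105031349; log2 3.47, limma adjusted *p* = 0.0067) and *mt-Tp* (log2 0.90, limma adjusted *p* = 0.000819) increased with FLX. Direct comparisons of the drugs gave 0 calls in WT mice, with 1123 genes at an unadjusted *p* under 0.05, and 0 calls in *Brd1*+/- mice, with 709. Vehicle mice and drug-treated mice carried sample codes from separate ranges. In WT mice any difference in handling that follows the codes and the difference between vehicle and drug therefore cannot be told apart. A difference in handling alike in both genotypes would also move the genes called in *Brd1*+/- mice when measured in WT mice. Signed by the direction of the call, the 188 IMN calls had a median log2 difference of 1.81 in *Brd1*+/- mice and −0.11 in WT mice, and the 178 FLX calls had 1.82 and 0.0014, so such handling did not account for these calls as a set.

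Whether a drug acted differently by genotype was tested as an interaction in the 4 groups concerned. Each such contrast includes the *Brd1*+/- vehicle libraries, so a difference carried by those libraries alone enters it. For IMN 143 of 26673 genes were called, 1 with a higher and all others with a lower drug effect in *Brd1*+/- mice, and 96.5% of them were not protein-coding. The gene with the higher effect was *mt-Tp* (log2 0.84, limma adjusted *p* = 0.0133), and the largest lower effects were in *Mir487b* (chromosome 12, 109727333 to 109727414; listed at 0 in each *Brd1*+/- IMN library, limma adjusted *p* = 6.09e-05), *Gm22009* (log2 −5.81, limma adjusted *p* = 0.000316) and *Gm27379* (log2 −5.59, limma adjusted *p* = 0.000403). For FLX 455 of 26657 genes were called, 47 with a higher and the others with a lower effect, of which 245 were multi-exon protein-coding. *Meig1* (log2 4.49, limma adjusted *p* = 0.0177), *Inhba* (chromosome 13, 16011851 to 16031621; log2 2.60, limma adjusted *p* = 0.0163) and *Egr2* (chromosome 10, 67535475 to 67542188; log2 2.49, limma adjusted *p* = 0.0426) had the largest higher effects, and *Rn7s6* (limma adjusted *p* = 0.00247), *Rn7s2* (log2 −5.53, limma adjusted *p* = 6.41e-08) and *Gm47295* (log2 −5.38, limma adjusted *p* = 0.000545) the largest lower ones. The median of all genes in this contrast was −0.10 on the log2 scale, and it was −0.02 after median-ratio scaling. Higher effects made up 10.3% of the calls, and 22.2% after that scaling. *Brd1* itself showed no interaction with IMN (limma unadjusted *p* = 0.137 over 4 groups, log2 −0.23) or FLX (limma unadjusted *p* = 0.798, log2 −0.04).

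The 172 vehicle genotype calls were followed in the drug-treated mice. Signed by the direction of the call, their median log2 difference between genotypes was 1.81 in vehicle mice, −0.16 in IMN mice and 0.02 in FLX mice. Genes chosen for their size are overestimated in the mice they were chosen in, so vehicle replicates were also divided into odd and even numbers. The 260 genes at an unadjusted *p* under 0.01 in odd replicates had a median of 2.00 there and 1.31 in the even replicates, with 81.5% in the same direction. The 2101 genes chosen in even replicates had a median of 1.02 there and 0.07 in the odd replicates, with 58.2% in the same direction. Among genes other than multi-exon protein-coding ones the held-out median was 1.39 for the 238 chosen in odd replicates and 0.38 for the 635 chosen in even replicates. For multi-exon protein-coding genes it was −0.13 (22 genes) and 0.02 (1466 genes). In IMN mice the 260 genes chosen in odd vehicle replicates had a median of −0.07, and in FLX mice 0.06. The 2101 genes chosen in even replicates had −0.12 in IMN mice and −0.14 in FLX mice.

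Of the 172 calls, 67.4% were also called, in the opposite direction, between IMN and vehicle in *Brd1*+/- mice, and 69.2% between FLX and vehicle. Both comparisons use the same *Brd1*+/- vehicle libraries, so a difference carried by those libraries enters both, and the overlap is no independent evidence of a drug effect. Simulated unchanged groups shared 0 opposite calls in each of 20 sets. Those sets had at most 1 genotype call and 2 drug calls, so they give no level for an overlap among 172 calls. Across genes, which are not independent replicates, the vehicle genotype difference correlated with the IMN effect in *Brd1*+/- mice at *r* = −0.71 and with the FLX effect at *r* = −0.69. Unchanged groups gave a median of −0.53 (range −0.77 to −0.01) and −0.49 (range −0.81 to 0.03) over 100 simulations, so these correlations lay within what shared libraries give. The correlations with the IMN and FLX effects in WT mice were 0.56 and 0.55, against simulated medians of 0.49 and 0.51. The genotype difference in vehicle mice correlated with that in IMN mice at *r* = −0.15 and with that in FLX mice at *r* = −0.18, both within the simulated ranges.

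For 13 of 14 gene lists fixed beforehand a direction test was possible (fry, two-sided), which gave 143 tests over the 11 comparisons. The Y-linked list could not be tested because too few of its genes were expressed. None reached an adjusted *p* under 0.05, and 23 had an unadjusted *p* under 0.05. The smallest adjusted *p* was 0.0901 for the immediate-early genes in the FLX interaction, where 17 of 17 genes had a higher FLX effect in *Brd1*+/- mice (median log2 1.50). In that contrast 13 of the 17 were called when adjusted over the list alone and 4 when adjusted over all genes. The study's text places immediate-early genes among those that differed across its tissues, and names FOS as a predicted regulator in the amygdala. The count over the list is therefore not independent evidence. The genes beside *Brd1* on chromosome 15 shared that smallest adjusted *p* in FLX against vehicle in WT mice, with 9 of 11 genes higher (median log2 0.37), 5 called when adjusted over the list alone and 0 over all genes. Median-ratio scaling and quantile normalization each brought these 2 list tests past the threshold (adjusted *p* = 0.0229 and 0.0213 with median-ratio scaling). In vehicle mice the immediate-early genes did not pass correction either, with 1 of 17 genes higher in *Brd1*+/- mice (median log2 −0.84, adjusted *p* = 0.177), 6 called when adjusted over the list alone and 0 over all genes. In WT mice they were lower with FLX than with vehicle in 16 of 16 genes (median log2 −0.99, adjusted *p* = 0.144; 10 called when adjusted over the list alone, 2 over all genes) and lower with IMN in 16 of 17 (median −1.03, adjusted *p* = 0.144; 8 and 0 called). The IMN effect was higher in *Brd1*+/- mice in 17 of 17 genes (median 0.97, adjusted *p* = 0.177; 0 in both counts).

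The remaining lists are given at the comparison with their smallest *p*. Oligodendrocyte markers had a lower IMN effect in *Brd1*+/- mice in 10 of 10 genes (median log2 −1.95, adjusted *p* = 0.177; 10 genes called when adjusted over the list alone, 0 over all genes). This was not particular to IMN, since the FLX effect was lower in 10 of 10 as well (median −2.07, fry adjusted *p* = 0.177; 10 and 0 called). In vehicle mice 10 of 10 were higher in *Brd1*+/- mice (median 1.51, fry adjusted *p* = 0.177; 10 and 0 called). Between genotypes in IMN mice the median was −0.47, with 0 in both counts. Endothelial markers fell with IMN in *Brd1*+/- mice in 8 of 8 genes (median −0.38, adjusted *p* = 0.177; 4 when adjusted over the list alone, 0 over all genes), and microglia markers had a lower IMN effect in 10 of 10 genes (median −0.50, adjusted *p* = 0.177; 0 in both counts). Monoamine genes, which include the transporters and receptors of serotonin, noradrenaline and dopamine, were lower in *Brd1*+/- FLX mice with 5 of 17 genes higher (median −0.40, adjusted *p* = 0.177; 0 in both counts). The adjusted *p* was 0.336 for the unfolded protein response (FLX against IMN in WT mice, median 0.17, 15 of 18 genes higher, 0 in both counts) and 0.343 for Gq signalling (FLX against vehicle in WT mice, median −0.11, 5 of 16 higher, 6 when adjusted over the list alone, 0 over all genes). The study named the unfolded protein response and Gq signalling from these samples, so their choice is not independent of the data. Red blood cell genes gave 0.360 (genotype in vehicle mice, median 0.64, 5 of 5 higher), nuclear-retained noncoding RNAs 0.368 (FLX in *Brd1*+/- mice, median −0.08, 2 of 13 higher, 1 in both counts), choroid plexus markers 0.555 (genotype in IMN mice, median 1.32, 8 of 8 higher), mitochondrially encoded mRNAs 0.556 (genotype in FLX mice, median 0.16, 12 of 13 higher) and striatal projection neuron markers 0.818 (FLX against IMN in WT mice, median −0.66, 0 of 10 higher). None of these last lists had a gene called in either count, apart from the 1 named. With camera and an estimated correlation between genes, 0 of the 143 tests passed and both list tests with the smallest *p* stayed short of the threshold.

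Principal components were computed from the 27944 genes expressed over all 48 libraries. PC1 held 13.6% of the variance and PC2 9.19%, and differences between the 6 groups accounted for 6.32% of PC1 and 21.5% of PC2. None of 18 comparisons of PC1 or PC2 between groups passed correction (two-sided exact permutation tests). The smallest *p* was 0.00528 (adjusted *p* = 0.0951), for PC2 in WT mice, with a mean of 31.4 ± 26.6 in FLX and −25.8 ± 36.8 in vehicle mice (SD, n = 8 each). With a pseudocount of 0.01, 1 of the 18 comparisons passed. Between genotypes in vehicle mice the exact permutation *p* was 0.741 for PC1 and 0.0821 for PC2 (adjusted *p* = 0.936 and 0.246), so the vehicle genotypes did not separate on these 2 components. PC4, with 3.50% of the variance, had 51.7% of its variance between groups and was tested after its values had been seen. There *Brd1*+/- vehicle mice, at 43.0 ± 22.1, lay above WT vehicle mice, at −3.54 ± 19.8 (SD, n = 8 each; exact permutation *p* = 0.000777, adjusted over 9 comparisons *p* = 0.00233), and above *Brd1*+/- mice given IMN (−9.25 ± 13.6) or FLX (−3.66 ± 13.7; SD, n = 8 each; adjusted exact permutation *p* = 0.00233 for both). The other 6 comparisons of PC4 did not pass, with a smallest adjusted *p* of 0.447.

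**Figure D4:**
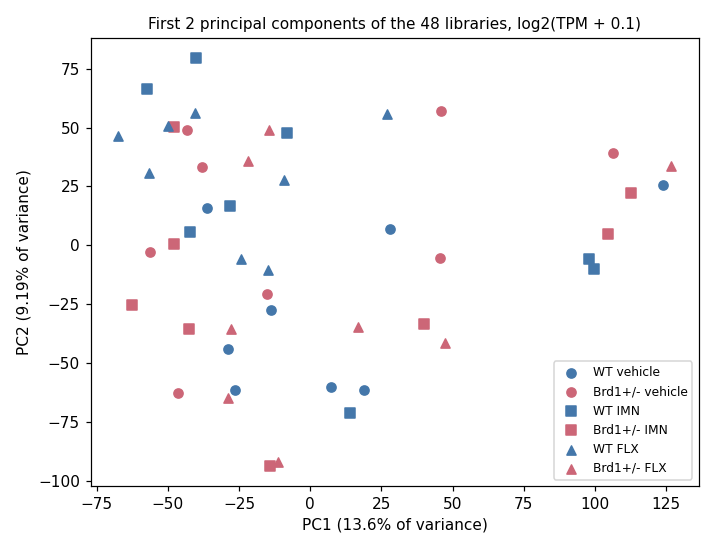
PC1 and PC2 of log2(TPM + 0.1) for the 48 libraries (arbitrary units on both axes); colours give the genotype, marker shapes the treatment. PC1 and PC2 hold 13.6% and 9.19% of the variance, and the groups overlap on both axes.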

Values the study reported

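In the amygdala of vehicle-treated mice the study reported 144 genes that differed between genotypes after correction at a false discovery rate of 5%, and 511 genes at a nominal *p* under 0.01.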

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

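Of the tests in this part, those on striatal tissue, dopamine neurons and choroid plexus, and all tests of the vehicle genotype calls except the ones on sequencing depth and on length and GC content, were chosen after the result was seen. The median-ratio scaling that the test of TPM scaling reads was itself an alternative chosen beforehand.

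The samples of each group were searched for a library far from the other 7, over 102 combinations of group and measure. In 8 of them a library stood apart, where chance gives 5.1, so single instances among the following are weak evidence of anything.

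WT vehicle replicate 3 had a PC1 value of 123.7, while the other libraries of its group lay between −36.3 and 27.9. It was the highest of its group in 10 of 10 striatal projection neuron markers, with *Ppp1r1b* at 4218 TPM, *Penk* at 3245 TPM and *Drd2* at 305 TPM. A larger share of striatal tissue in this punch is a candidate explanation, since the striatum lies beside the amygdala. Over all 48 libraries PC1 followed the score of this list (Pearson *r* = 0.89, Spearman rho = 0.77, permutation *p* = 1e-05 for both, the smallest the 100000 permutations can give; 0.87 without the 2 libraries farthest from the median), and within single groups *r* ranged from 0.80 to 0.98. This is 1 of 3 such relations computed, with an adjusted *p* of 1e-05. These markers are also expressed in parts of the amygdala, so the level alone does not locate the punch. The same library had the highest score of mitochondrially encoded mRNAs in its group, 13.4 against 12.7 to 13.01, and was highest in 13 of 13 of them, which argues against 1 gene carrying the score. High PC1 values were not limited to this library: *Brd1*+/- FLX replicate 2 had 126.6 and *Brd1*+/- IMN replicate 2 had 112.8. Those libraries also had the highest mitochondrial mRNA scores of their groups, 13.48 and 13.50. Striatal tissue may therefore lie behind both values, but its relation to the mitochondrial score was not tested. No other biological explanation was tested, since the design names no difference between mice of a group.

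*Brd1*+/- vehicle replicate 7 had a monoamine score of 3.12, against 1.69 to 2.24 in the other libraries of the group. It was the highest of its group in 4 of 4 genes of dopamine neurons on that list, with *Slc6a3* at 149 TPM, *Th* at 101 TPM, *Slc18a2* at 53.9 TPM and *Ddc* at 153 TPM. Cell bodies of dopamine neurons in this punch are a possible explanation: *Slc6a3* was at 0.0976 TPM in replicate 1 and listed at 0 in replicate 3 of the same group. Such cells are no part of the amygdala, and no other brain region was sampled here to test this further.

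*Brd1*+/- vehicle replicate 1 had the lowest score of the unfolded protein response in its group, 5.50 against 5.65 to 5.79. It was the lowest in 9 of 18 genes, so the score was not carried by 1 gene. WT IMN replicate 3 had a microglia marker score of 6.17 against 4.99 to 5.39, and was highest in 10 of 10 markers, again not 1 gene. *Brd1*+/- vehicle replicate 1 also had the highest striatal marker score of its group, 9.53, and a PC1 value of 106.3. In WT vehicle mice replicate 3, with the highest striatal score (9.78), had the lowest unfolded protein response score, 5.52. Replicate 1 of that group, at 8.66, had the highest, 5.99. A larger share of striatal tissue is thus a candidate for the low score, but the relation was not tested. The design gives no explanation within a group, and none was tested for these 2 libraries.

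Choroid plexus markers stood apart in 3 groups. WT vehicle replicate 1 scored 7.96 against −0.92 to 0.02, WT IMN replicate 1 scored 3.48 against −1.5 to −0.32, and WT FLX replicate 2 scored 6.40 against −0.86 to 0.08. These libraries were highest of their group in 10, 9 and 10 of the 10 markers, and *Ttr* reached 28369, 1193 and 8383 TPM in them. High scores were not limited to WT mice. *Brd1*+/- FLX replicate 8 had the highest of all 48 libraries, 8.09 (*Ttr* at 27594 TPM), *Brd1*+/- vehicle replicate 3 had 6.58 (10275 TPM), and *Brd1*+/- IMN replicates 3 and 4 had 4.82 and 5.02 (3311 and 3165 TPM), but other libraries of those groups were closer to them. Choroid plexus from the nearby ventricle in the punch is a candidate explanation. The relation between PC3 and this list (Pearson *r* = 0.80, Spearman rho = 0.52, permutation *p* = 1e-05 and 0.0002, adjusted *p* = 1e-05 for *r*; 0.68 without the 2 farthest libraries) ranged from −0.03 in WT IMN mice, 1 of the 3 groups named, to 0.98 in WT vehicle mice. The oligodendrocyte list followed PC2 (*r* = 0.78, rho = 0.78, permutation *p* = 1e-05 for both, adjusted *p* = 1e-05; 0.75 without the 2 farthest; 0.52 to 0.95 within groups).

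The IMN effect differed between genotypes in 143 genes and the FLX effect in 455 genes, by interaction tests. Among 100 splits of the libraries, 1 had as many calls for each interaction, the real one, which argues against an arbitrary grouping. The splits exchanged libraries among all 4 groups, so they do not separate an interaction from other differences between groups. Counted at an unadjusted *p* under 0.01, as many genes came from 1 split for FLX but from 7 for IMN, so for IMN this rests on the adjusted calls. Of the 143 genes 96.5% are not protein-coding, like 92.4% of the 172 vehicle genotype calls. The 455 are mixed, with 245 multi-exon protein-coding genes among them. With multi-exon protein-coding genes alone the IMN interaction had 0 calls and the FLX interaction 198. With the tissue scores as covariates the FLX interaction kept 168 of its genes among 210 calls.

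The vehicle genotype calls were tested against technical explanations. The tests of scaling, tissue scores and *Brd1* dose used all 172 genes. The test of length and GC content used 161 of the 162 calls that are not multi-exon protein-coding. The other tests used gene sets not taken from the calls, named with each test. Genomic DNA as the whole cause would raise silent and intergenic genes in proportion. Olfactory and vomeronasal receptor genes listed above 0 stood at 105% of the WT vehicle number (exact permutation *p* = 0.531), while TEC and sense intronic genes inside introns stood at 144% (1197 ± 85.9 against 829 ± 39.4 genes, SD, n = 8 each). TEC genes outside genes did rise, to 109.8% (457 ± 31.6 against 416 ± 16.1 genes, SD, n = 8 each; exact permutation *p* = 0.00482, adjusted *p* = 0.00963), but at most 503 were listed in a library of the group where 600 would be needed at the intronic ratio, so a small share of DNA is not excluded. Deeper sequencing would raise weakly expressed coding genes alike, and those stood at 109% (exact permutation *p* = 0.278, adjusted *p* = 0.371; 1156 against 1062 genes), short of the number needed at the intronic ratio, 1533, in each library of the group (at most 1468). Processed pseudogenes matched on length, GC content and level had a median difference of 0.0036 (bootstrap interval −0.06 to 0.08), against 1.87 for the called genes. This argues against a bias from length or GC content for these genes as a set. Their median exonic length was 2011 bases, so the test does not decide the question for the short RNAs named above. The matches came from 82 distinct pseudogenes, some used repeatedly, so the interval is too narrow. The nuclear noncoding RNAs without *Malat1* had a median of −0.10, so nuclear RNA of every kind did not rise, though *Malat1* alone rose from 264 ± 55.0 to 797 ± 168 TPM (SD, n = 8 each). After median-ratio scaling 163 of the 172 were still called, which speaks against TPM scaling. With the tissue scores as covariates the median difference of the calls was 1.84 (1.81 without), so these 3 scores do not account for it. Only 83 of the 172 stayed called, but scores shuffled within groups left a median of 74.5 calls (60 to 112 over 20 shuffles), so that loss is what any 3 covariates bring. A halved *Brd1* dose with the same consequence in each treatment would show in drug-treated mice as well, and there the median was −0.16 with IMN.

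What stays open for these calls is the following. TEC genes inside introns rose more than those outside genes, by 0.54 against 0.09, a difference of 0.45 (exact permutation *p* = 0.000155, the smallest possible, 632 and 329 genes), which is consistent with more unspliced RNA in these libraries for the TEC genes. None of the 40 libraries of other groups reached the lowest *Rn7s2* level of the *Brd1*+/- vehicle group (count 0), which restates the pattern and decides nothing. A library batch that comprised the 8 *Brd1*+/- vehicle libraries and a biological effect of the genotype limited to vehicle mice cannot be told apart, because both would mark the same 8 libraries. No label names such a batch, and the sample codes of these mice interleave with those of WT vehicle mice, with 3 of 8 in the lower code range in either genotype. An effect of genotype that the drugs reverse is the biological explanation the design offers, and it remains untested against such a batch.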

How the results depend on the processing

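The lower *Brd1* level in *Brd1*+/- mice kept its direction and its side of the threshold under each alternative run, with log2 differences from −0.51 to −0.41, −0.73 to −0.61 and −0.54 to −0.43 in vehicle, IMN and FLX mice over the fits that each left out 1 library. No result reversed under an alternative in which a called effect was tested. The 4 calls between genotypes in IMN mice and the counts of 0 for IMN in WT mice and for FLX against IMN changed little: from 3 to 6, from 0 to 3 (3 without WT vehicle replicate 5), 0 throughout in WT mice and from 0 to 1 in *Brd1*+/- mice (1 without *Brd1*+/- IMN replicate 5) over the fits without 1 library. Where a count moved and no reason is given below, the cause was not tested.

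Genotype calls in vehicle mice (172) became 294 without a filter, 24 with a TPM of at least 1 in at least 8 samples, 90 after quantile normalization and 4.1e+02 (to 2 digits) with all 48 samples in 1 fit. Calls for IMN in *Brd1*+/- mice (188) became 294, 23, 90 and 439 under the same 4 settings, and those for FLX in *Brd1*+/- mice (178) became 275, 24, 101 and 415. The stricter filter tests fewer genes and removes most of the low noncoding ones. Genotype calls in FLX mice (364) became 224 without a filter, 238 after median-ratio scaling, 213 without the trend, 29 with all 48 samples in 1 fit and 1.3e+02 (to 2 digits) with the sample-code range as a term; the share that was higher moved from 10.7% to 21.4% with median-ratio scaling and 19.8% with quantile normalization. For IMN mice that share moved from 50% to 25% with median-ratio scaling and 40% with quantile normalization. Calls for FLX in WT mice (79) became 51 without a filter, 128 with the stricter one, 27 without the trend, 10 with all 48 samples and 25 with the code range. The IMN interaction (143) had 86 calls with a pseudocount of 0.01, 15 with the stricter filter and 63 after quantile normalization, and the FLX interaction (455) had 259 and 303 with the last 2. The share of higher effects in the FLX interaction moved from 10.3% to 22.2% with median-ratio scaling and 21.1% with quantile normalization.

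Leaving out 1 library gave from 80 (without *Brd1*+/- vehicle replicate 4) to 349 (without WT vehicle replicate 1) genotype calls in vehicle mice and from 70 (without WT FLX replicate 7) to 490 (without *Brd1*+/- FLX replicate 6) in FLX mice. FLX in WT mice ranged from 1 (without WT FLX replicate 7) to 956 (without WT vehicle replicate 1), IMN in *Brd1*+/- mice from 89 (without *Brd1*+/- vehicle replicate 4) to 174, and FLX in *Brd1*+/- mice from 88 (without *Brd1*+/- vehicle replicate 3) to 166. The interactions ranged from 112 to 151 with IMN and from 247 (without *Brd1*+/- vehicle replicate 2) to 695 (without *Brd1*+/- FLX replicate 4) with FLX.

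Replicate numbers did not pair the mice. In no comparison did all 8 pairs of equal number deviate together with a correlation over 0.1, and the highest median over pairs was 0.117. With the replicate block, genotype calls were 63 in vehicle and 46 in FLX mice, calls for FLX in WT mice were 0 (3429 genes at an unadjusted *p* under 0.05), and calls in *Brd1*+/- mice were 87 for IMN and 81 for FLX.

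The alternatives added after the data were seen gave the following. With multi-exon protein-coding genes alone, 0 genes were called between genotypes in vehicle mice (1017 at an unadjusted *p* under 0.05), 0 in IMN mice (432), 0 for IMN and 0 for FLX in *Brd1*+/- mice and 0 for the IMN interaction, while FLX in WT mice had 1.3e+02 (to 2 digits) and the FLX interaction 198. With the 3 tissue scores as covariates there were 88 genotype calls in vehicle mice, 19 in FLX mice, 0 for FLX in WT mice (1363), 71 for IMN in *Brd1*+/- mice and 210 for the FLX interaction. Other counts rose or changed less: FLX in *Brd1*+/- mice had 241 calls, up from 178 and above the 120 to 159 with shuffled scores, genotype in IMN mice had 6 and the IMN interaction 120. With both, the counts were 0 (625) between genotypes in vehicle mice, 1 in IMN mice, 80 in FLX mice, 0 (800) for FLX in WT mice, 1 for IMN and 3 for FLX in *Brd1*+/- mice, and 0 and 27 for the interactions.

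The median signed difference of the vehicle genotype calls depended on the pseudocount because most of them are low: in vehicle mice it was 3.98 with a pseudocount of 0.01, 0.55 with 1 and 2.21 with the stricter filter. In IMN mice it was −0.39, −0.031 and 0.013 under those settings, and in FLX mice it was −0.092 with the stricter filter and −0.044 after quantile normalization. PC1 held 9.38% of the variance with a pseudocount of 0.01, 22% with 1 and 16.8% with the stricter filter, and 1 comparison of components passed with a pseudocount of 0.01. Gene list tests past the threshold numbered 2 after median-ratio scaling and 2 after quantile normalization. For the genes named in the comparisons, 366 of the values under alternatives chosen beforehand stayed called in the same direction and 69 lost the call, and under the added ones 36 stayed and 28 lost it.

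Other splits of the libraries into groups of the same sizes were refitted, 100 per comparison with the real one included. As many calls as observed came from 2 splits for genotype in vehicle mice (up to 1839 in another split), 3 in IMN mice (up to 513), 2 in FLX mice, 1 for FLX in WT mice, 4 for IMN in *Brd1*+/- mice (up to 3798), 1 for FLX in *Brd1*+/- mice and 1 for each interaction. At an unadjusted *p* under 0.01 as many genes came from 12 splits for genotype in vehicle mice, 34 in IMN mice and 3 in FLX mice, 1 for FLX in WT mice, 11 for IMN and 7 for FLX in *Brd1*+/- mice, and 7 and 1 for the IMN and FLX interactions, so most of these counts are less unusual at that threshold. Where nothing was called, the number of genes at an unadjusted *p* under 0.01 was matched by 28 splits for IMN in WT mice, 33 for FLX against IMN in WT mice and 60 in *Brd1*+/- mice. Since depth is unknown, it is open how far low genes are limited by the number of reads.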

Other observations

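The limma fits that gave the *mt-Tp* values and the calls after median-ratio scaling were planned beforehand. Their use here and all other tests in this part were chosen after the result was seen.

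The calls in FLX mice were tested for an origin in the composition of the punches. The 5 main axes of variation within the groups not compared explained 49.7% of the squared difference between FLX and vehicle in WT mice, where random splits gave a median of 27.0% and at most 51.7% (2 of 100 as high), and 48.7% of that between genotypes in FLX mice, where they gave 27.9% and at most 54.7% (3 of 100 as high). These are the 2 highest of 9 comparisons. Composition may thus be a part of both differences. As the whole cause it remains open for FLX in WT mice: with the 3 tissue scores as covariates 292 genes had an unadjusted *p* under 0.01, against 1486 without, 236 by chance and a median of 675 with scores shuffled within groups. What keeps it open is the spread of the shuffles, from 221 to 1317 genes, since 2 of the 20 left as few genes as the real scores did, so it cannot be told apart from a loss of power. For the genotype difference in FLX mice the scores as the whole cause are argued against by 19 calls that remained and 1206 genes at an unadjusted *p* under 0.01. TPM scaling is argued against for that difference by 222 of the 364 genes still called after median-ratio scaling. An effect of fluoxetine that depends on genotype stays among the open explanations.

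Mitochondrial tRNA genes differed in 6 of the 9 comparisons between groups. *mt-Th* averaged 41.1 TPM in WT and 92.3 TPM in *Brd1*+/- vehicle mice, 76.4 and 25.1 TPM with IMN, and 38.9 and 31.1 TPM with FLX. The mean of all 22 such genes was higher in *Brd1*+/- vehicle mice by 0.29 on the log2 scale (exact permutation *p* = 0.0028, adjusted *p* = 0.00734) and lower in *Brd1*+/- IMN mice by a difference of −0.36 (exact permutation *p* = 0.00326, adjusted *p* = 0.00734), over 9 comparisons of 8 against 8 libraries. It also differed between IMN and vehicle in WT mice (0.28, adjusted *p* = 0.00895) and in *Brd1*+/- mice (−0.36, adjusted *p* = 0.00629), between FLX and vehicle in *Brd1*+/- mice (−0.30, adjusted *p* = 0.0028) and between FLX and IMN in WT mice (−0.25, adjusted *p* = 0.014; exact permutation tests). In WT FLX mice the 3 libraries in the lower code range had 65.0 to 76.1 TPM of *mt-Th* and the 5 in the higher range had 16.7 to 31.0 TPM, so the levels did not overlap. The exact permutation *p* of 0.0179 (adjusted *p* = 0.107 over 6 groups) is the smallest that 3 against 5 libraries can give, so this test could not pass correction on its own, and a link to the code range in WT FLX mice stays open. *Malat1* was split without overlap in the same mice, with 269 to 344 TPM in the lower range and 159 to 204 TPM in the higher. In *Brd1*+/- FLX mice its ranges overlapped, at 180 to 349 and 223 to 318 TPM. *Malat1* was not tested against the code range. The code range as the cause of the high WT IMN level is argued against by a difference between the ranges of 0.026 on the log2 scale in those mice. *mt-Tp*, annotated with the same length as *mt-Th*, moved the opposite way, by −0.69 on the log2 scale between genotypes in vehicle mice (limma adjusted *p* = 0.00307) and by 0.70 between IMN and vehicle in *Brd1*+/- mice (limma adjusted *p* = 0.0127), so the mean does not stand for each gene, and length alone would not move these 2 genes apart. An effect of genotype and drug stays among the open explanations.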
